# Communication of prostate cancer cells with bone cells via extracellular vesicle RNA; a potential mechanism of metastasis

**DOI:** 10.1038/s41388-018-0540-5

**Published:** 2018-10-23

**Authors:** C. Probert, T. Dottorini, A. Speakman, S. Hunt, T. Nafee, A. Fazeli, S. Wood, J. E. Brown, V. James

**Keywords:** Non-coding RNAs, Prostate cancer

## Abstract

The role of extracellular vesicles (EVs) as vehicles for cell-to-cell communication between a tumour and its environment is a relatively new concept. The hypothesis that EVs may be critical in co-opting tissues by tumours to generate distant metastatic niches is particularly pertinent to prostate cancer (PCa), where metastatic-tropism to bone predominates over other tissue types. The potential role of EVs as a means of communication between PCa cells and cells of the bone stroma such as osteoblasts, is yet to be fully explored. In this study, we demonstrate that PCa cell EVs both enhance osteoblast viability and produce a significantly more supportive growth environment for PCa cells when grown in co-culture with EV-treated osteoblasts (*p* < 0.005). Characterisation of the RNA cargo of EVs produced by the bone-metastatic PCa cell line PC3, highlights the EV-RNA cargo is significantly enriched in genes relating to cell surface signalling, cell–cell interaction, and protein translation (*p* < 0.01). Using novel techniques to track RNA, we demonstrate the delivery of a set of PCa-RNAs to osteoblast via PCa-EVs and show the effect on osteoblast endogenous transcript abundance. Taken together, by using proof-of-concept studies we demonstrate for the first time the contribution of the RNA element of the PCa EV cargo, providing evidence to support PCa EV communication via RNA molecules as a potential novel route to mediate bone metastasis. We propose targeting PCa EVs could offer a potentially important preventative therapy for men at risk of metastatic PCa.

## Introduction

Prostate cancer is the second leading cause of cancer-related death in men and the most commonly diagnosed male malignancy worldwide, with > 1.1 million cases recorded in 2012, which accounts for 15% of all new cancer cases in men [1]. In advanced PCa, 80% of men will have cancer that has metastasised to bone. At this stage, treatment options focus on palliative care and the 5-year survival rate for these patients is ~ 30% [2]. Why and how bone becomes the focus of PCa remains uncertain. In this study, we explore the RNA cargos of extracellular vesicles (EVs) secreted by PCa cells, to determine their effect on bone osteoblasts as a potential means of influencing PCa bone metastasis.

The concept of tumour-secreted factors, such as EVs, as a means of communication within the metastatic process is relatively new, but recent studies provide compelling evidence for further investigation [3–14]. For example, studies of TLR3^−/−^ knockout mice found the RNA cargo of melanoma EVs was capable of activating signalling pathways in lung epithelial cells, resulting in chemokine secretion and spontaneous lung metastasis, strongly supporting a role for cancer cell EVs in the metastatic process [9].

EVs are any type of lipid bilayer bound vesicle released into the extracellular space. Typically, EVs are classified based on their biogenesis and size, but they also differ in their molecular content, membrane composition, and specific functions. Classification by biogenesis and size depicts three core types of EV, exosomes that are the smallest in size and form from inward budding of the endosomal membrane (30–150 nm), and are thought to have a functional role in cell–cell communication [15, 16]. Microvesicles form from outward budding of the plasma membrane (> 50–1000 nm) and have classically been thought of as a means of evacuating waste/unwanted products from the cell [17, 18]. Finally, apoptotic bodies (50 nm–5 µm) are formed through the disassembly of other membrane-bound vesicles and released in the later stages of apoptosis [16]. EVs are known to carry a cargo of proteins and genetic material, of which a large variety of RNA species are found to be present including messenger RNAs (mRNA), microRNAs (miRNAs), transfer RNAs (tRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs), mitochondrial-associated RNA, Piwi-interacting RNAs (piRNAs), vault RNAs, Y-RNAs, ribosomal RNAs, and long non-coding RNAs [19–24]. Identification of miRNAs in PCa vesicles, within the population classified as exosomes, has yielded some potential new prognostic markers [25–29], but the potential function of these EV-RNAs is yet to be determined.

In this study, we use in vitro models and novel RNA-tracking techniques to explore the RNA cargos of PCa EVs, which fall within the category of exosomes, to investigate the interaction between PCa cells and osteoblasts. Demonstrating a method of communication that has the potential to mediate PCa to bone metastasis.

## Results

### PCa EVs increase osteoblast viability creating an enhanced growth environment in vitro

To investigate if PCa EVs have the potential to affect cell types which may reside within a potential bone-metastatic niche, we first sought to determine whether EVs isolated from PCa cells PC3 (which has a propensity to metastasis to bone in vivo) C4-2, (which shows occasional metastasise to bone in vivo [30]), and C4-2-4B (a bone-metastatic lineage of C4-2 [30]) could induce a change in osteoblast viability. An immortalised osteoblast cell line (hOB) was exposed to one dose of EVs isolated from PC3, C4-2, C4-2-4B PCa cells or PNT1A (a non-malignant immortalised prostate epithelial cell line) or a separate population of hOB cells, treatment with media containing no EVs was used as a negative control. EVs were characterised as being within the category of exosomes as determined by Brownian motion (Zetaview, ParticleMetrix) and immunoblot analysis (Supplementary Figures 1 and 2). Treatment with all PCa EVs (PC3, C4-2, C4-2-4B) resulted in a significant increase in hOB viability 24 h after treatment (*p* = 0.004, *p* = 0.032, *p* = 0.0001 respectively) (Fig. 1a). Similar results were found when using a second osteoblast cell line hFOb1.19 (Supplementary Figure 3).

**Fig. 1:**
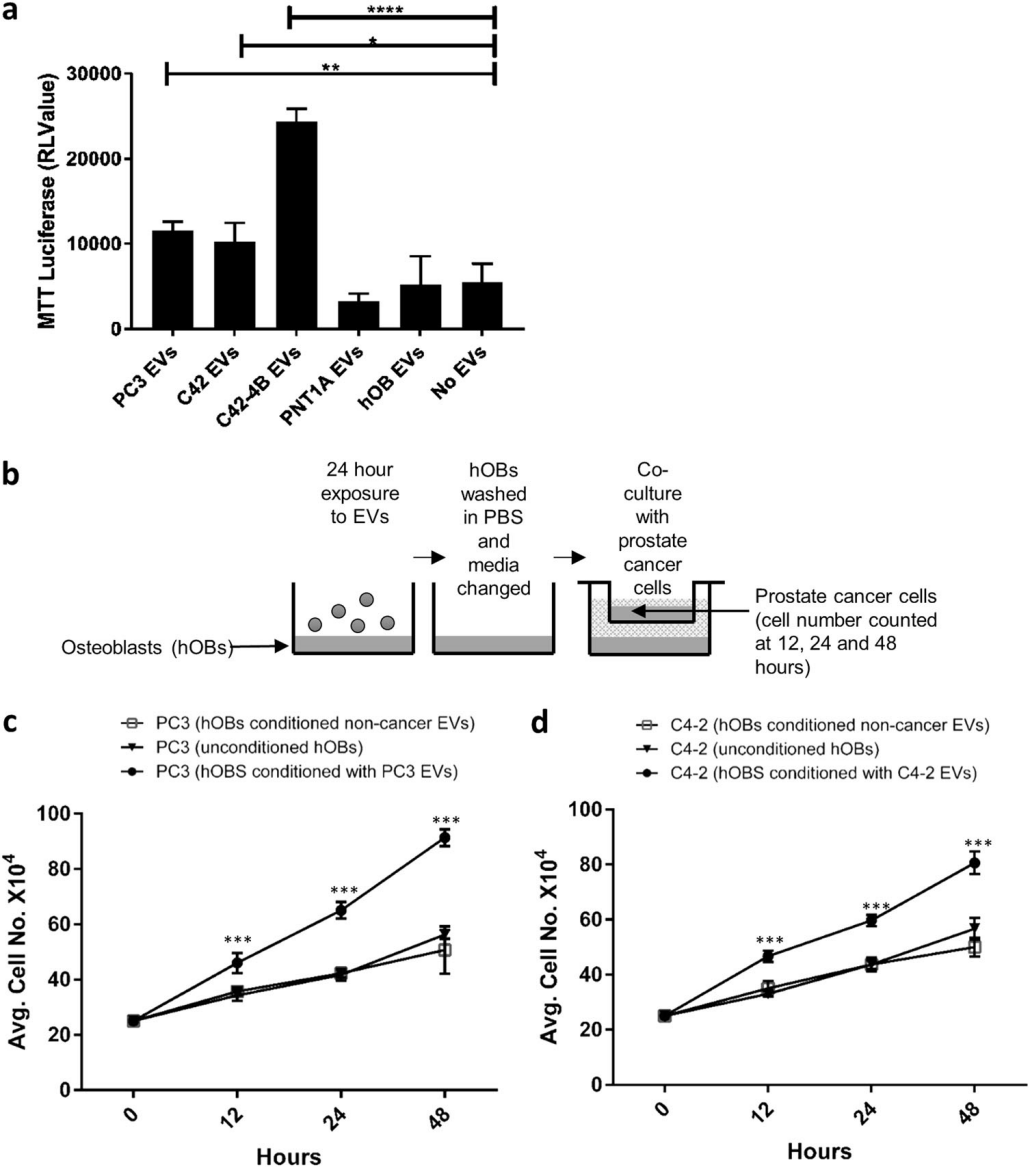
Extracellular vesicles isolated from prostate cancer cells with a bone-metastatic propensity educate osteoblasts to create an enhanced growth environment. **a** Osteoblasts (hOBs) were treated with extracellular vesicles (EVs) isolated from cultured prostate cancer cell lines PC3, C4-2, C42-B, PNT1A, the same hOB cell line or no EV control, cell viability was measured after 24 h using an MT luciferase assay. A significant increase in luciferase was detected in hOB cells treated with EVs from prostate cancer cell lines PC3, C4-2 and C42-4B (*p* = 0.004, *p* = 0.032, *p* = 0.0001, respectively) (*n* = 3). **b** To determine whether the exposure of osteoblasts to EVs creates and environment supportive of prostate cancer cell growth, osteoblasts (hOBs) were pre-treated by incubating cells for 24 h with extracellular vesicles (EVs) isolated from cultured prostate cancer cell lines PC3 and C4-2, HEK-293 as a non-cancer control, or with PBS only. After 24-hours, hOBs were washed in PBS and co-cultured with the same prostate cancer cell line used to isolate the EVs (during co-culturing the prostate cancer cells were grown on cell culture inserts to prevent cell-to-cell contact. Cell number was measured at 12, 24 and 48 h (in triplicate) and changes in growth rates compared across the different EV treatments. **c** Pre-treatment of hOBs with PC3-EVs for 24 h as described above, resulted in a significant increase in PC3 cell number during co-incubation across all time points, compared with hOBs incubated with non-cancer HEK-293 EVs or PBS. **d** As seen in **c**, pre-treatment with C4-2 EVs as described above, resulted in a significant increase in cell number compared to HEK-293 EVs and PBS alone. **a**, **c**, **d** *P* values determined using a two-way ANOVA and Bonferroni’s multiple comparison test **b** *P* values determined using one-way ANOVA and Holms-Sidak correction, error bars represent standard deviation *n* = 3. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ns not significant

To determine whether the changes in osteoblast viability, induced by PCa EVs, result in a supportive growth environment for subsequently arriving PCa cells (as a rudimentary model of early metastasis). Osteoblasts (hOBs) were incubated with EVs isolated from PC3, C4-2 or the non-PCa cell line Hek293 for 24 h, prior to the addition of PCa cells to form a co-culture system (illustrated in Fig. 1b). The number of the co-cultured PCa cells was measured over 48 h. The co-culture of PC3 cells, with hOB cells that had been pre-treated with PC3-derived EVs, resulted in a significant increase in PC3 cell number when compared with PC3 cells co-cultured with hOB cells pre-treated with EVs isolated from the non-prostate HEK293 cells (12 h *p* = 0.0015; 24 and 48 h *p* < 0.0001), or no pre-treatment (12 h *p* = 0.0004; 24 and 48 h *p* < 0.0001) (Fig. 1c). The growth of C4-2 cells within the co-culture system was similarly influenced by pre-treatment of hOB cells with C4-2-derived EVs (compared with no treatment 12, 24 and 48 h *p* = 0.0004, and Hek293 EVs 12, 24 and 48 h *p* < 0.0001) (Fig. 1d).

Taken together, these data indicate PCa EVs alter hOB viability. Moreover, the EV-mediated changes that result from pre-treatment of hOB cells result in increased titres of later arriving PCa cells, an effect not replicated by EVs of non-prostate cell types. Therefore, demonstrating PCa EVs deliver a pro-tumour cell signal. As we demonstrated PCa EVs were able to affect the viability of osteoblasts, a major cell type affected in PCa bone metastasis, we choose to determine the role of the EV cargo. As other studies have identified some protein components of cancer EV cargos, we choose to ascertain the potential contribution of the RNA cargo of PCa EVs.

### Characterisation of PCa EV-miRNA

To further explore the RNA cargo of PCa EVs, RNAseq was used to identify the miRNA and mRNA cargo of EVs isolated from the bone-metastatic PC3 PCa cell line. 

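Small RNA libraries were prepared from the EVs of PC3 cells, a prostate cancer cell line derived from a bone metastasis, and 2 biological replicates were sequenced. The authors trimmed the reads with Cutadapt, mapped them with SHRiMP and deposited the raw number of reads counted on each mature human miRNA, without normalisation. Both columns of the table carry the same name, so the libraries are called the first and the second library here and have no replicate number. In total 154185 reads were counted on miRNAs in the first library and 113185 in the second. At this depth a single read equals 6.49 CPM, the count scaled to a library total of 1000000, in the first library and 8.84 CPM in the second, and the smallest share that can be shown, taken as 3 reads, is 0.00195% and 0.00265% of the miRNA counts. Such floors and the 95% Wilson intervals given for shares cover counting error only, because amplified reads are not independent molecules. A miRNA was called identified when it had at least 1 read in both libraries, since the paper's text names no count threshold. Across the 765 miRNAs with a read in either library, the Spearman correlation of log2(CPM + 1) between the libraries was 0.606, and it was 0.949 across the 144 miRNAs with at least 10 reads in both. These correlations are across miRNAs, which are not independent replicates. As a check for a library counted more than once, the counts were compared with counting noise alone, and the chi-square was 21.7 per degree of freedom over the 208 miRNAs with at least 10 reads summed over both. Each assay covers a single condition, so no comparison between conditions was made.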

Sequencing reads were mapped using miRBase to identify miRNAs and to allow a comparison to the previous study of the miRNA content of PC3 exosomes [31] (the only full data set publically available GSE35813 at the time of study). 

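The miRNA counts were concentrated on a small number of names. The 10 most abundant miRNAs took 81.5% ± 2.75 (SD, n = 2) of all miRNA counts. The highest was miR-3182 with 29.3% ± 1.38 (SD, n = 2), followed by miR-4448 with 24.5% ± 6.17 (SD, n = 2). The share of miR-4448 was 20.2% (95% Wilson interval 20.0 to 20.4%) in the first library and 28.9% (28.6 to 29.1%) in the second, so the order of miR-3182 and miR-4448 changed between the libraries. miR-100-5p ranked 3 with 5.60% ± 1.17 (SD, n = 2), ahead of miR-7641 with 4.89% ± 0.707 (SD, n = 2) by less than its SD. The order of miR-100-5p and miR-7641 was the same in both libraries, with 6.43% against 5.39% in the first and 4.78% against 4.39% in the second. miR-21-5p ranked 6, with 5831 reads or 3.78% (95% Wilson interval 3.69 to 3.88%) in the first library and 3031 reads or 2.68% (2.59 to 2.77%) in the second, a mean of 3.23% ± 0.781 (SD, n = 2). The shares of let-7a-5p, 3.12% ± 0.144 (SD, n = 2), and miR-1246, 2.90% ± 0.398 (SD, n = 2), differed from that of miR-21-5p by less than its SD. The hairpins of miR-4448, miR-3135b and miR-1246 share a stretch of at least 20 bases, with at most 1 mismatch, with a strand of an annotated tRNA or snRNA gene.

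**Figure D1:**
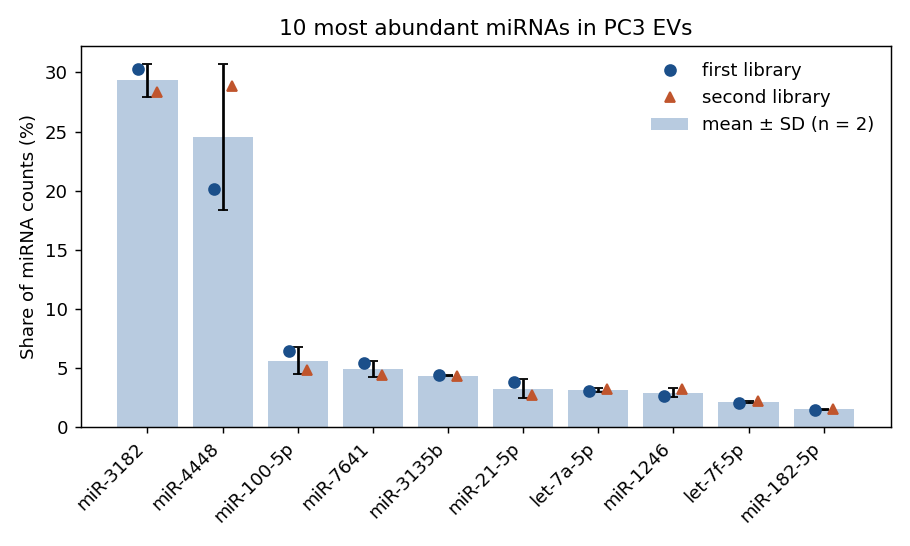
Share of miRNA counts, in percent, of the 10 most abundant miRNAs in PC3 EVs. Bars give the mean and error bars the SD of 2 libraries, and points give each library; miR-3182 and miR-4448 have the highest shares, at 29.3% and 24.5%.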

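Of the miRNAs in the table, 622 had at least 1 read in the first library and 529 in the second, and 386 had at least 1 read in both. The number depended on the count required. It was 765 when a read in either library sufficed and 144 when at least 10 reads were required in both. The miRNA list of Hessvik et al. was not used here, so the share in common with it was not computed.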

A comparison of the two studies identified 40.3% of the miRNAs identified in our study were also reported by Hessvik et al. [31] (Fig. 2a). 

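Of the 13 miRNAs with reported prognostic significance that the paper lists in Supplementary Table 1, 9 had at least 1 read in both small RNA libraries and 12 had a read in either. Names given without an arm were counted as identified when either arm was. Among the 6 that the paper lists as additional to those shared with Hessvik et al., miR-21 was the most abundant, and its minor arm miR-21-3p had 14 and 20 reads in the first and second library. miR-625-3p had 38 and 16 reads, and miR-625-5p had 2 and 0. miR-301a-5p had 2 and 1 reads, and no read was counted on miR-301a-3p. miR-143-3p had 1 read in each library. miR-196a-5p had 1 read in the first library and 0 in the second, and no read of miR-196a-3p was counted in either library, which places it below the smallest share this depth can show. Requiring at least 3 reads in both libraries left 5 of the 13.

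**Figure D2:**
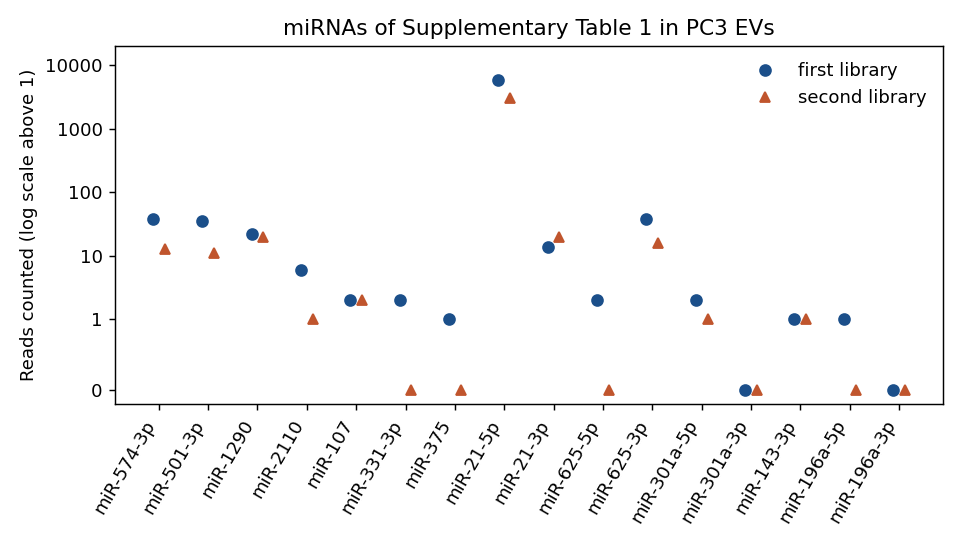
Reads counted in each of the 2 small RNA libraries on the miRNAs of Supplementary Table 1, with both arms where the paper names none; the axis is linear up to 1 read and logarithmic above. miR-21-5p lies at 5831 and 3031 reads and no other miRNA exceeds 38.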

When comparing this with reports of miRNAs with prognostic significance (associated with progression to metastasis and/or detection of high/intermediate risk PCa) detected in EVs isolated from PCa patient plasma and urine, 76.5% of the these miRNAs were identified in our study compared with 47.1% in the Hessvik et al. study [25–27, 29, 31] (Fig. 2a) (details of the in common miRNAs are reported in Supplementary Table 1). Variations in the miRNA cargos of vesicles may be a representation of the biological heterogeneity of EVs and the influence of different stimuli encountered during the culture process [32]. An additional source of differences may also occur through the process of isolating vesicles via size exclusion and ultracentrifugation techniques, as well as the use of RNAseq versus array-based technologies to profile the miRNAs [33]. However, these comparisons demonstrate a core of miRNAs can be detected in PCa EVs across studies.

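Among the 7 prognostic miRNAs that Supplementary Table 1 lists as shared by all the compared studies, miR-574-3p had 38 reads in the first library and 13 in the second, a mean of 181 CPM ± 93.1 (SD, n = 2). miR-501-3p had 35 and 11 reads, 162 CPM ± 91.8 (SD, n = 2), and miR-1290 had 22 and 20 reads, 160 CPM ± 24.1 (SD, n = 2). These means differed by less than the SD of miR-574-3p. The other members of the list were near the floor. miR-2110 had 6 and 1 reads and miR-107 had 2 and 2. miR-331-3p had 2 reads and miR-375 had 1 read in the first library, and no read of either was counted in the second. From the miRNAs in common between the studies, the paper reasons that a core set is found in PCa EVs whichever study they come from.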

**Fig. 2:**
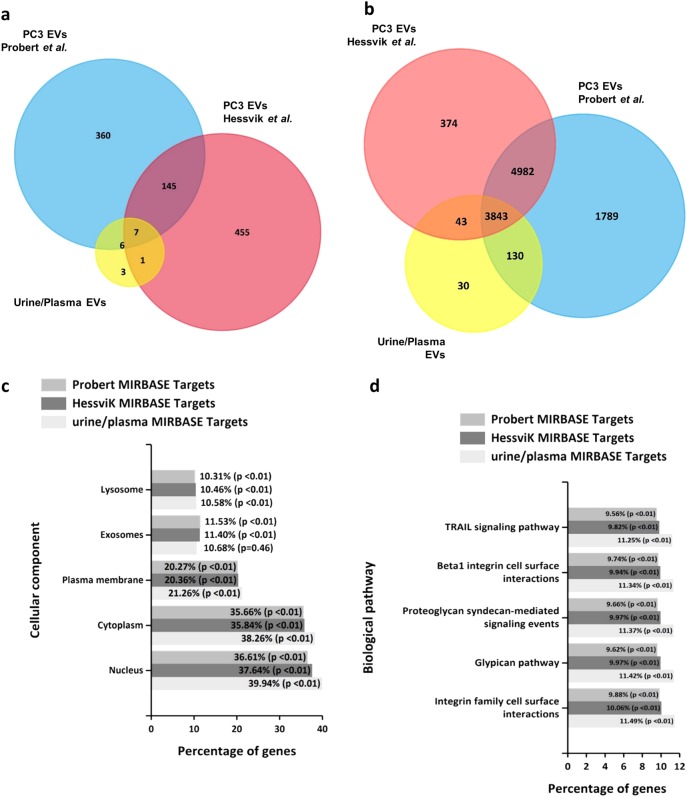
Analysis of the potential function of PC3 EV-miRNAs and a comparison of mapped microRNA between publically available studies of the PC3 cell line and prostate cancer patient urine and plasma EVs. Data from our study (Probert 2017), Hessvik et al., a similar study of PC3-EVs [31] and published findings of miRNAs with prognostic relevance identified in EVs isolated from patient urine and plasma [25–27, 29] were mapped to miRBase to create a data set for the comparative analysis described **a**–**d**. **a** Venn diagram to show microRNAs shared between the studies. In all, 40.3% of miRNAs identified in our study were also reported to be present in PC3 cell line isolated EVs studied by Hessvik et al. [31]. In comparison, 76.5% of miRNAs detected in urine and plasma EVs isolated from patients and reported to have prognostic potential, were also present in our study. **b** Venn diagram to show the mRNA targets of the EV-miRNA cargos across the described studies [25–27, 29, 31]. **c** Comparative cellular component analysis of the mapped microRNAs across the studies demonstrate similar percentages of target genes in the same cellular compartments irrespective of the study/origin of the EVs (cell line or patient sample origin). **d** The same is the case when comparative biological pathway analysis is applied. The characterised major biological pathways potentially targeted by the EV-miRNA cargos represent cell surface/membrane signalling and interaction mechanisms. Venn diagrams and comparative analysis conducted using FUNRICH V3 [45]

In addition to identifying the miRNA types, determining the targets of those miRNAs demonstrates that between our study of PC3-EVs and Hessvik et al., 82.1% and 96.6% of predicted gene targets are shared, respectively (Fig. 2b). Extending the comparison of miRNA gene targets with the studies of patient plasma and urine, 94.98% of genes targeted by the miRNAs in those studies are in common with our study (Fig. 2b). These data indicate an overlap in genes targeted by EV-miRNAs despite some difference in the miRNA composition of those EVs, this is further supported by comparative cell component and biological pathway analysis. Cell component analysis identified a significant enrichment of genes within different cell compartments, targeted by the all miRNAs identified in our study and all miRNAs identified in the studies used in the previous comparison [25–27, 29, 31]. The top five cell compartments showing enrichment of gene targets were as follows nucleus (*p* < 0.01), cytoplasm (*p* < 0.01), plasma membrane (*p* < 0.01), exosomes (*p* < 0.01 except for studies of urine and plasma EVs), and lysosomes (*p* < 0.01) (Fig. 2c). All studies showed a similar percentage of target genes across these five components. This is further exemplified through comparative biological pathway analysis, the top five pathways showing a significant enrichment of target genes were Integrin family cell surface interactions, Glypican pathway, Proteoglycan syndecan-mediated signalling events, Beta1 integrin cell surface interactions, and TRAIL signalling (all *p* < 0.01) (Fig. 2d). All five pathways correspond to cell surface signalling and cell interaction mechanisms.

Following the characterisation of the miRNA cargo, labelling of nascent RNA with 5-Ethynyl Uridine (5EU) in PC3, non-malignant PNT1A and hOB cells was used to track RNA originated from EVs, to determine whether miRNAs transferred from PC3-EVs could be detected in recipient osteoblasts.

Affinity capture was used to isolate the 5EU-labelled RNA present in EV-recipient hOB cells, and the captured 5EU RNA was subsequently probed for the presence of miR21 by qPCR (Fig. 3a). MiR21 was chosen for our study as its transfer between ovarian stromal cell types has previously been demonstrated [34]. Moreover, miR21 is known to be expressed in our cell lines and has been identified as a prognostic factor in the urine and plasma of PCa patients [27, 29]. Labelled 5EU-miR21 was detected in hOB cells following exposure to EVs isolated from all 5EU-treated cell lines (PC3, PNT1A and hOB) (*p* < 0.001 when compared with a background control), with the greatest abundance detected following treatment with PC3-EVs (Fig. 3b). To determine the potential functional effect of EV-miRNAs, PC3 cells were transfected with either a miR21 mimic to increase miR21 levels or an siRNA to deplete pre-miR21 hairpins to decrease the abundance of mature miR21 within the cells prior to the isolation of EVs, or a non-targeting small RNA control (si-control) (Fig. 3c). The abundance of miR21 was quantified in the isolated PC3-EVs (Fig. 3d), and the EVs subsequently applied to hOB cells transfected with a luciferase reporter containing miR21-binding sites within the 3’UTR. Luciferase levels were determined 24 h after treatment with EVs. Exposure of hOB cells to PC3-EVs depleted of mature miR21 (si-miR21 EVs) resulted in a significant increase in luciferase translation (*p* = 0.00002) (Fig. 3e). Furthermore, exposure of hOBs to miR21-depleted PC3-EVs resulted in a reduction in cell viability (*p* = 0.013) (Fig. 3f).

**Fig. 3:**
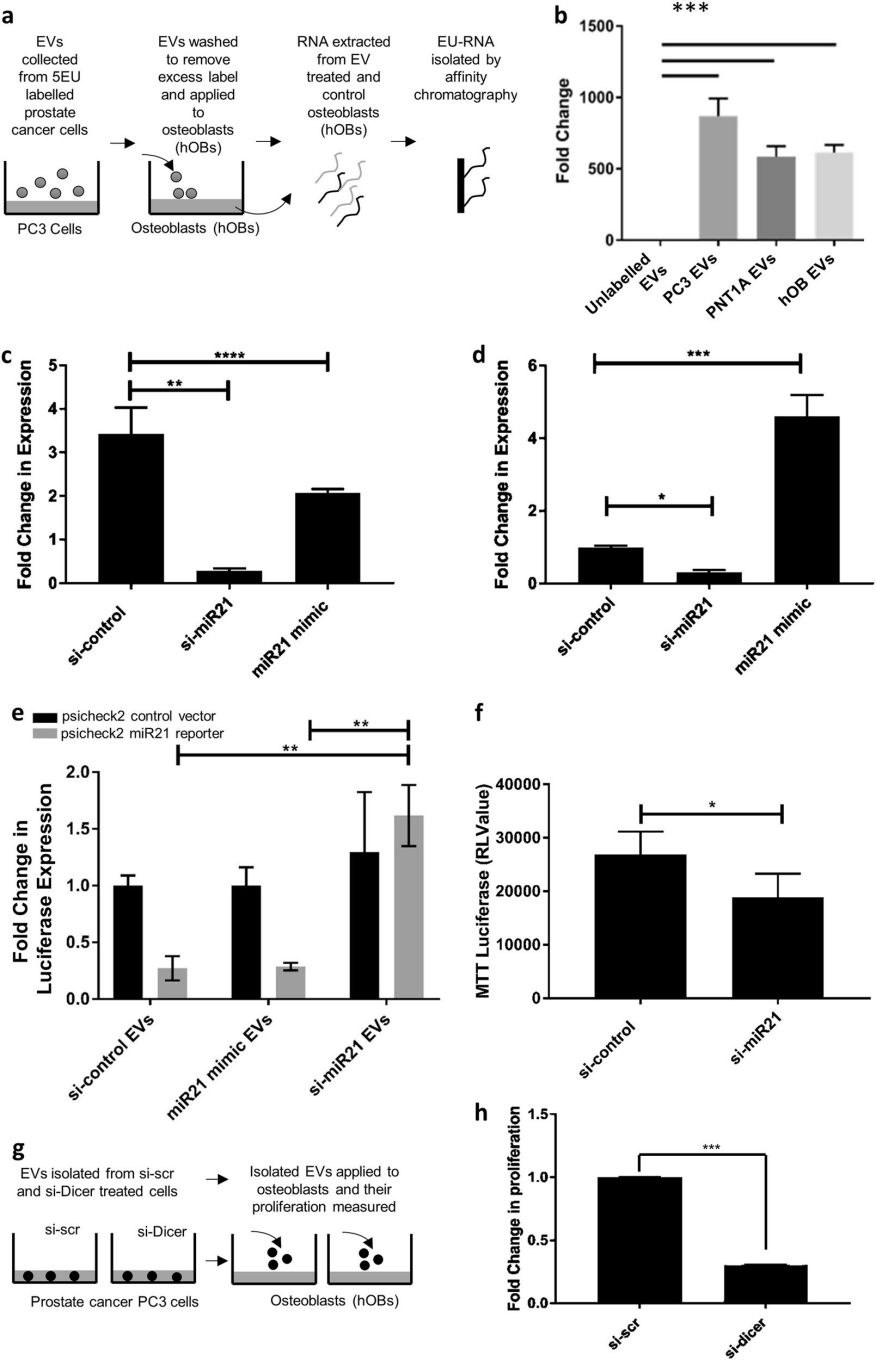
Detection of labelled microRNA-21 (miR21) originating from bone-metastatic prostate cancer cell lines in recipient osteoblasts and functional effects of EV-miRNAs. **a**–**b** PNT1A (normal prostate), PC3 (prostate cancer) or hOB (osteoblast) cells were grown in the presence of 5EU to label nascent RNA transcripts. Post-labelling EVs produced from these cell lines were isolated and applied to hOBs cells grown under standard conditions (no EU label). After 48 h, the EV-treated hOB cells were lysed and the total RNA extracted, from the pool of total RNA 5EU-labelled RNA was precipitated and the presence of labelled miR21 determined by qPCR**. c** Quantification of mature miR21 abundance in PC3 cells 48 hours post transfection with siRNAs targeting miR21 hairpins, miR21 mimics or a non-targeting siRNA control (*n* = 3). **d** Quantification of mature miR21 abundance in EVs isolated from PC3 cells 48 hours post transfection with siRNAs targeting miR21 hairpins, miR21 mimics or a non-targeting siRNA control (*n* = 3). **e** To determine whether the EV-miR21 can elicit a functional response, psiCHECK2 luciferase reporter assays containing miR21-binding sites were transfected into osteoblasts 48 h prior to treatment with EVs isolated from PC3 cells. Treatment with PC3-EVs, modified to deplete miR21 from the EV cargo, resulted in a significant increase in the expression of the luciferase reporter (*p* = 0.00002) (*n* = 3). **f** Exposure of hOB cells to miR21-depleted PC3-EVs also results in a reduction in hOB cell viability (*p* = 0.0134). **g–h** To determine the potential contribution of RNAs to the modification of the osteoblast phenotype by EVs, PC3 cells were transfected with siRNA against dicer (si-dicer) or a non-targeting siRNA (si-scr) control (Supplementary Figure 4). After 48 h post of transfection EVs were isolated from the PC3 cells and transferred to hOB (osteoblast) cells growing under normal conditions. The cell titre of hOB cells was determined 24 h after treatment with EVs isolated from PC3 cells treated with either si-scr or si-dicer (*n* = 3 biological replicates). **h** Treatment with EVs isolated from si-dicer-treated PC3 cells resulted in a significant reduction in hOB cell titre (*p* < 0.0001), indicating the involvement of miRNAs and/or the biogenesis pathway in altering the behaviour of EV-recipient cells. *t* test with Holm–Sidak correction error bars represent standard deviation *n* = 3. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001

To determine the effect of PCa miRNAs on osteoblasts more generally, the miRNA biogenesis pathway of PCa PC3 cells was abrogated using Dicer RNAi (Supplementary Figure 4). Osteoblasts treated with EVs isolated from Dicer-depleted PC3 cells resulted in a significant reduction in osteoblast number (*p* < 0.0001) (Fig. 3g, h), indicating an RNA-dependent effect on osteoblast viability.

Using miR21 as an example, we have been able to confirm the transfer of PCa cell-derived miR21 transcripts to osteoblasts via PCa EVs. Furthermore, depleting the mature miR21 content of the PCa EVs results in loss of miR21-specific miRNA-mediated translational repression. This finding is in keeping with the work of Sanchez et al., (2016), who identified miR21 together with miR100 as the most abundant vesicle miRNAs in PCa. Furthermore, the authors found miR21 contributes to pre-metastatic niche preparation when introduced to stromal cells [35]. Although we cannot confirm if these data are unique to miR21, this finding together with the effect of Dicer-depletion on osteoblast number (Fig. 3g) support a functional role for PCa EV-miRNAs.

### Characterisation of PCa EV-mRNA

In addition to miRNAs, 572 mRNA transcripts were identified by RNAseq analysis of PC3-EVs. 

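The long RNA of PC3 EVs was profiled in 2 biological replicates of stranded total RNA libraries. The authors trimmed the reads, mapped them to GRCh38 and deposited the raw number of reads that HTSeq counted on each Ensembl gene, without normalisation and with the reads that were not counted. The paper's text names neither the strand setting nor the annotation release. The files account for 19563744 reads in replicate 1 and 22042233 in replicate 2. Of these, 489170 (2.50%, 95% Wilson interval 2.49 to 2.51%) and 475942 (2.16%, 2.15 to 2.17%) were counted on genes. On average 46.8% ± 1.85 (SD, n = 2) of the reads aligned to more than 1 place and 13.5% ± 0.974 (SD, n = 2) did not align. Another 35.9% ± 0.671 (SD, n = 2) aligned but were assigned to no feature. With the strand setting unknown, this does not show that they lie outside annotated genes. All values below use the reads counted on genes as the library total, so 1 read equals 2.04 CPM in replicate 1 and 2.10 CPM in replicate 2, and 3 reads are 0.000613% and 0.000630% of the counts. Gene types and symbols were taken from GENCODE release 44, which matched 56948 of the gene identifiers, and 19629 of these are protein-coding. Protein-coding genes held 59.0% ± 1.31 (SD, n = 2) of the counts, miscellaneous RNA genes such as those of 7SL RNA 22.4% ± 0.371 (SD, n = 2) and long non-coding RNA genes 14.8% ± 0.633 (SD, n = 2). In the same check against counting noise alone, the chi-square was 12.5 per degree of freedom over 5764 protein-coding genes with at least 10 reads summed over both. Across the 8296 protein-coding genes with a read in either replicate, the Spearman correlation of log2(CPM + 1) was 0.286, and across the 2280 with at least 10 reads in both it was 0.557. Both describe genes, which are not independent replicates.

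**Figure D3:**
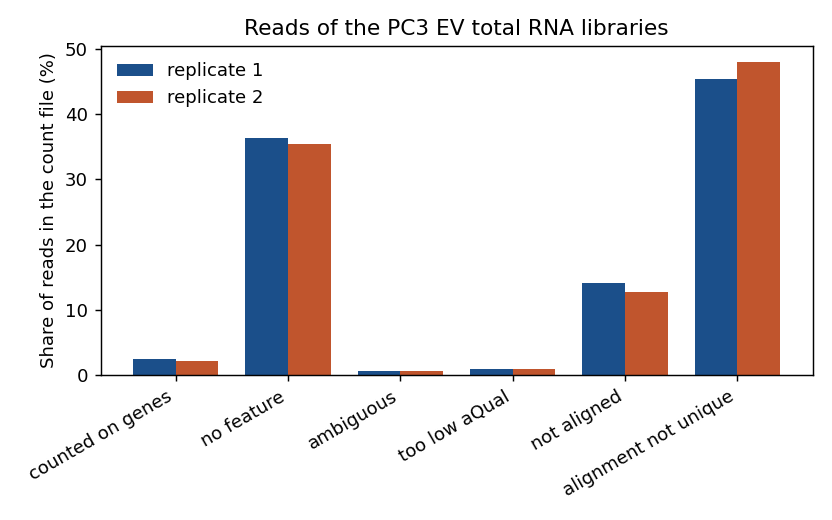
Share of the reads in the count files, in percent, that were counted on genes or set aside by HTSeq for each reason, for the 2 total RNA replicates. Reads counted on genes are 2.50% in replicate 1 and 2.16% in replicate 2.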

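By the rule of at least 1 read in both replicates, 4305 protein-coding genes were identified. There were 5858 with a read in replicate 1 and 6743 in replicate 2. With at least 10 reads in both replicates the number was 2280. With at least 100 reads summed over both, a minimum chosen after the data were seen, it was 626. The gene with the highest mean count was RN7SL2, a 7SL RNA gene on chromosome 14, with 15.8% ± 1.64 (SD, n = 2) of all gene counts. RPS29, also on chromosome 14, followed with 9.67% ± 1.99 (SD, n = 2), and RN7SL3 with 6.22% ± 2.07 (SD, n = 2). Among the 10 genes with the highest mean counts, 6 were mitochondrial, of which MT-ND5 was highest at 3.34% ± 0.0819 (SD, n = 2). The remaining gene, BEST1, had 2.29% ± 0.147 (SD, n = 2), and 1267 bases of its exons lie opposite exons of FTH1 on the other strand. BEST1 had 10716 reads in replicate 1 and 11414 in replicate 2, against 1050 and 707 on FTH1. With the strand setting unknown, the reads on BEST1 may therefore come from FTH1.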

Exploration of the potential functions of this population by cellular compartment analysis indicates an enrichment of genes involved in both nuclear and cytoplasmic functions (Fig. 4a). 

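To ask which genes carry the most counts, the 572 protein-coding genes with the highest mean CPM, the size of the paper's set, were compared with all 19629 protein-coding genes of the table. Genes were grouped into 5 families by their symbols, and each family was tested with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over the 5. Of 89 cytosolic ribosomal protein genes, 37 (41.6%) were among the 572, against 2.91% of all protein-coding genes, an odds ratio of 25.3 (exact p = 1.77e-33, adjusted p = 8.84e-33). Of 56 genes of the EIF and EEF translation factors, 9 were among the 572 (odds ratio 6.47, exact p = 3.18e-05, adjusted p = 7.94e-05). Of 20 genes of the RNA polymerase III machinery, 3 were (odds ratio 5.91, exact p = 0.0194, adjusted p = 0.0323). Of 78 mitochondrial ribosomal protein genes 1 was among the 572 (odds ratio 0.432, adjusted p = 0.730), but the odds ratio was above 1 with a ranking by CPM per kilobase of exon. Of 15 RNA polymerase II subunit genes 1 was among the 572 (odds ratio 2.38, adjusted p = 0.448). The genes of a family are not independent replicates, so these p-values describe the gene lists of these libraries. Taking all genes with at least 1 read in both replicates as the set moved the odds ratio of the ribosomal protein genes most, to 12.5. The RNA polymerase III genes were not past the threshold when ranked by CPM per kilobase of exon (odds ratio 3.71, adjusted p = 0.143). Nor were they against protein-coding genes with a read in either replicate as background (odds ratio 3.13, adjusted p = 0.156). They stayed past it among genes with at least 1 read and with at least 10 reads in both replicates. The ribosomal protein genes held 18.9% ± 3.26 (SD, n = 2) of the protein-coding counts, but 2.48% ± 0.249 (SD, n = 2) without RPS29. Many ribosomal protein genes have processed pseudogenes, and reads that aligned to more than 1 place were set aside by the counting. Supplementary Table 2 names 256 genes whose symbols could be read in full, of which 253 had at least 1 read in both replicates and 230 were among the 572. From the pathways of its own 572 mRNAs, the paper reasons that translation is the main function represented.

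**Figure D4:**
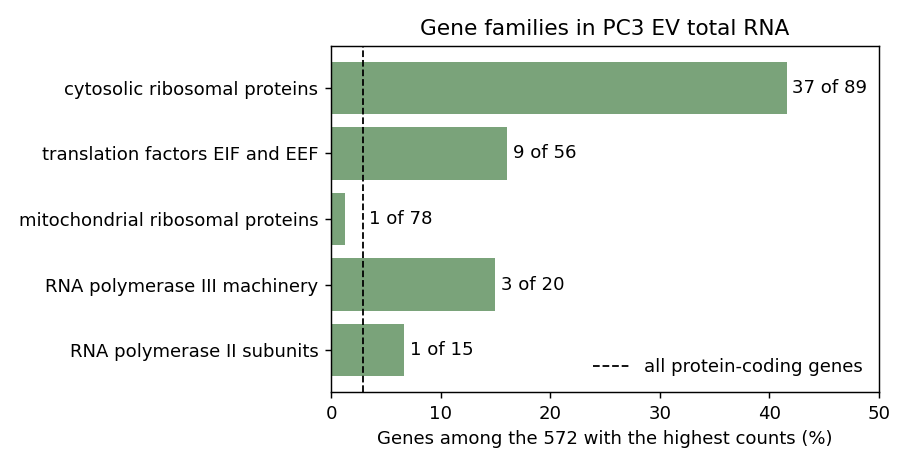
Percent of the genes of each of 5 families that are among the 572 protein-coding genes with the highest mean CPM; the dashed line is the percent of all protein-coding genes, 2.91%. Cytosolic ribosomal protein genes reach 41.6%.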

Perhaps more informative, biological pathway analysis shows a predominance of genes involved in protein translation, the top 10 pathways are illustrated in Fig. 4b (full list detailed in Supplementary Table 2).

**Fig. 4:**
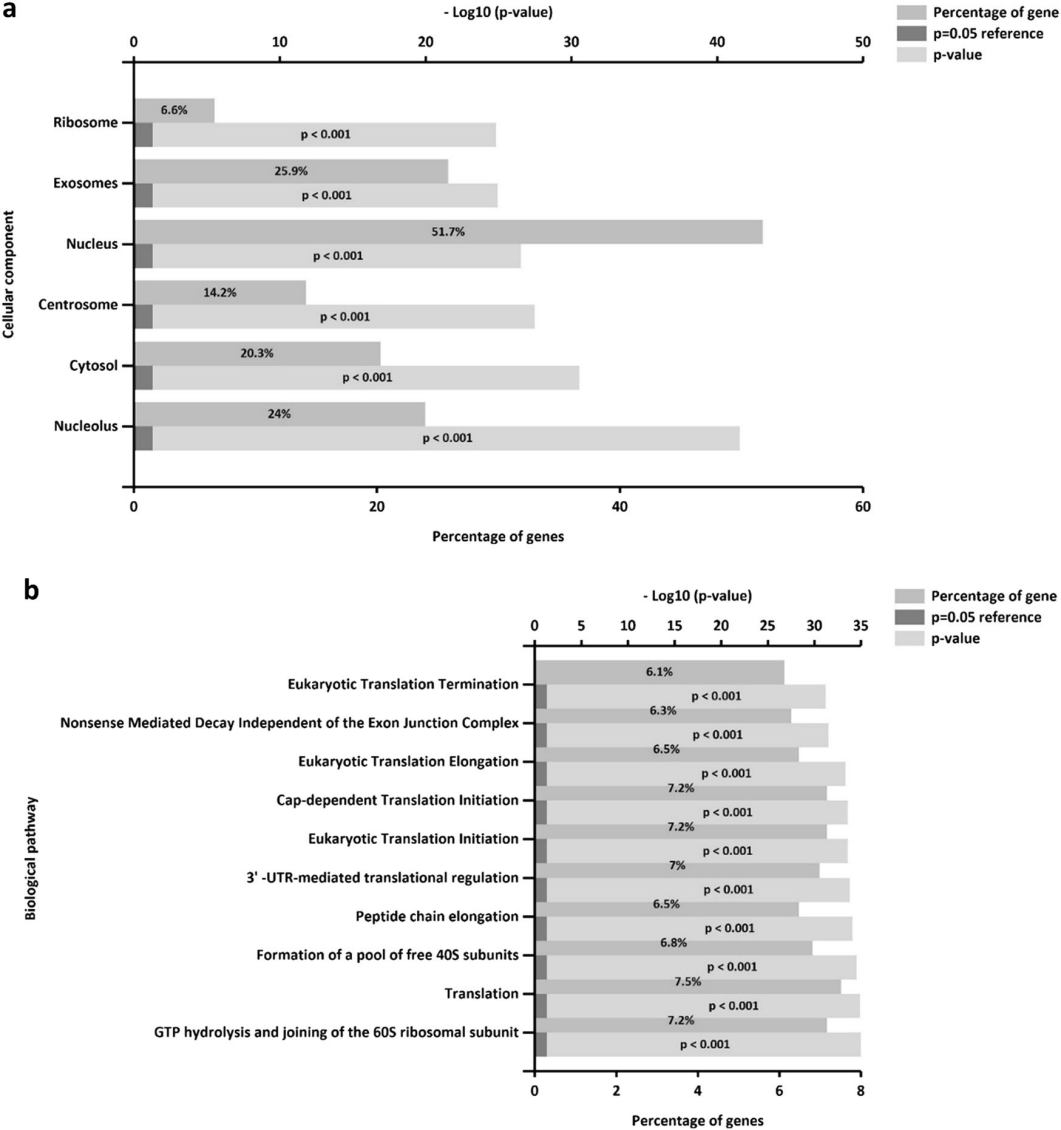
Analysis of messenger RNA (mRNA) transcripts present in PC3-EVs identifies an enrichment of genes involved in polymerase III transcription. **a** Cell component analysis demonstrates a significant enrichment of genes involved in nuclear functions (Nucleus, Nucleolus and Centrosome) and cytoplasmic functions involved in translation (ribosomes) and endosomal vesicle formation (exosomes). **b** Biological pathway analysis indicates a significant enrichment of process involved in protein translation (top 10 shown, full analysis detailed in Supplementary Table 2)

Similar to the study of EV-miRNAs, we sought to determine whether the mRNA cargo of PCa EVs could also be detected in the recipient osteoblasts (Fig. 5a). 

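The total RNA counts of PC3 EVs were examined for the 6 genes with roles in osteoblasts that the paper studied by qPCR, with coordinates on GRCh38 from GENCODE release 44. VEGFA (ENSG00000112715, chromosome 6, 43770184 to 43786487, plus strand) had 4 reads in replicate 1 and 2 in replicate 2, a mean of 6.19 CPM ± 2.81 (SD, n = 2). The lncRNA gene opposite 188 bases of its exons had 17 and 39 reads. CSF1 (ENSG00000184371, chromosome 1, 109910242 to 109930992, plus strand) had 0 and 12 reads, and FGF2 (ENSG00000138685, chromosome 4, 122826682 to 122898236, plus strand) had 0 and 6. FGF2 lies opposite NUDT6 over 804 bases of exon, and NUDT6 also had 0 and 6 reads. No read was counted in either replicate on CCL2, which encodes MCP1 (ENSG00000108691, chromosome 17, 34255274 to 34257208, plus strand), or on RUNX2 (ENSG00000124813, chromosome 6, 45328157 to 45664349, plus strand). With EFNA3, also without a read, 1 of the 6 genes had at least 1 read in both replicates and 3 had a read in either. None had at least 3 reads in both. Across the total RNA, where a gene and an antisense gene named after it overlap in their exons, the antisense gene had the higher mean count in 57.9% of 425 pairs with at least 10 reads on either. The counts of 0 do not show that a transcript was absent, only that no read was counted on it at this depth and with the unknown strand setting.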

We analysed the abundance of five genes that, based on our RNAseq data, were known to be expressed in the EVs of PCa cell lines (Supplementary Figure 5). Furthermore, this subset of genes have key roles in osteoblast function and consist of colony-stimulating factor 1 (CSF-1*)* a factor present on the osteoblast cell surface and secreted by osteoblasts to mediate osteoclast formation [36], Ephrin A3 (EFNA3*)* required for osteoblast cell–cell interaction and osteoblastic bone formation [37], vascular endothelial growth factor A (VEGFA*)* osteoblasts are stimulated to produce VEGFA in response to bone morphogenetic proteins to couple angiogenesis and bone formation processes [38], C–C motif chemokine ligand 2 (MCP1) produced by osteoblasts and hypothesised to be involved in the recruitment of osteoclast precursors and an activator of NF-KappaB ligand induced osteoclastogenesis [39], Runt-related transcription factor 2 (RUNX2) the constitutive expression of which is required to maintain the mature osteoblast phenotype [40], and fibroblast growth factor 2 (FGF2) expressed by osteoblasts and an important regulator of bone formation [41].

**Fig. 5:**
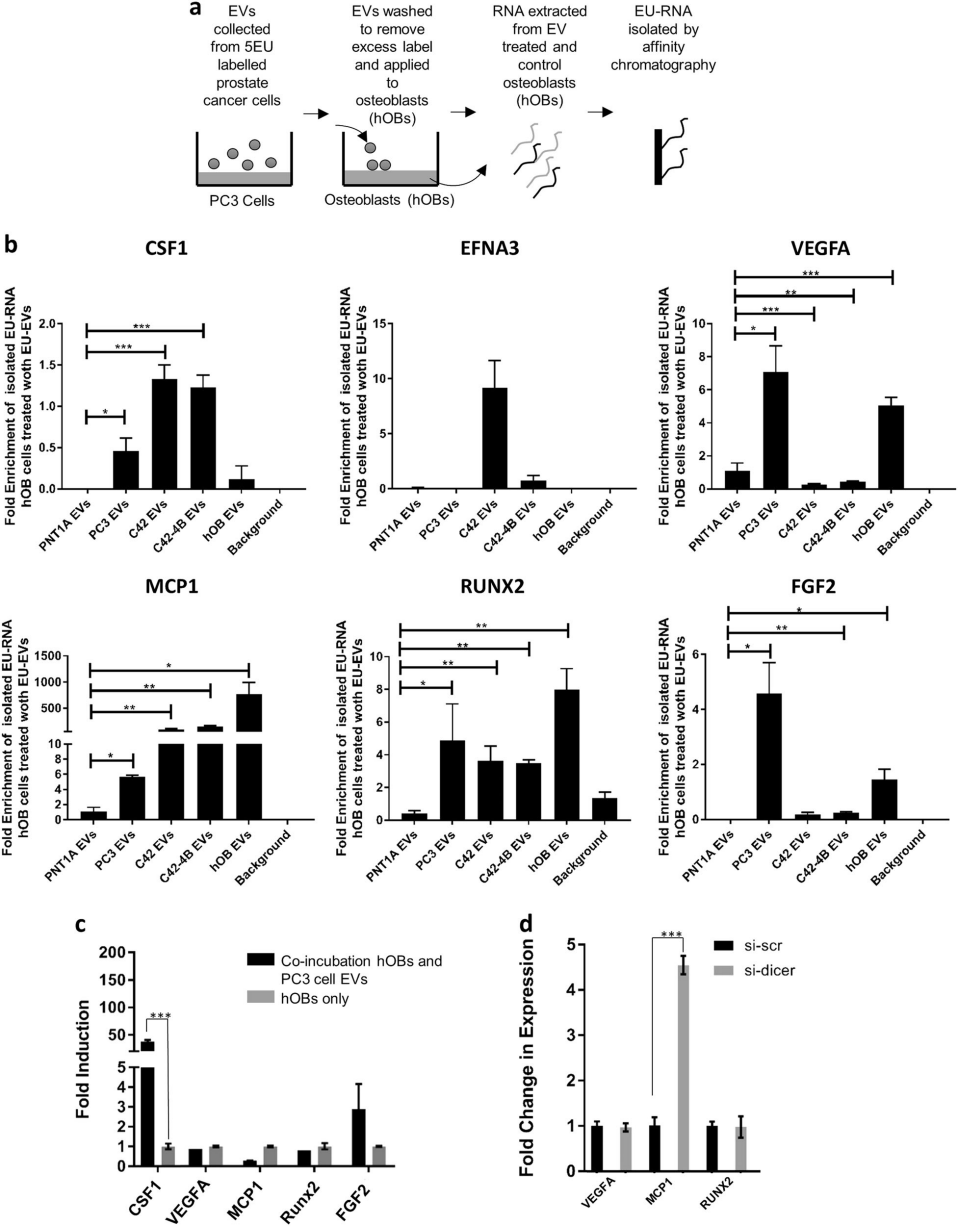
Detection of labelled mRNAs originating from bone-metastatic prostate cancer cell lines in recipient osteoblasts and the contribution to overall transcript abundance in recipient osteoblasts. **a** PNT1A (normal prostate), PC3, C4-2, C4-2-4B (prostate cancer) or hOB (osteoblast) cells were grown in the presence of 5EU to label nascent RNA transcripts. Post-labelling EVs produced from these cell lines were isolated and applied to hOBs cells grown under standard conditions (no EU label). After 48 h, the EV-treated hOB cells were lysed and the total RNA extracted, from the pool of total RNA EU-labelled RNA was precipitated and the presence of labelled CSF-1, VEGFA, MCP1, Runx2 and FGF2 quantified. **b** All EU-labelled transcripts were detected at significantly higher levels in hOB cells treated with EVs isolated from EU-labelled PC3 cells compared with EU-labelled PNT1A cells (CSF-1 *p* = 0.0395, VEGFA *p* = 0.0134, MCP1 *p* = 0.0086, Runx2 *p* = 0.0168, FGF2 *p* = 0.0284) (*n* = 3). Similar treatment with prostate cancer C4-2 and C42-B4 EVs, resulted in detection of increased 5EU-labelled CSF-1, MCP1 and RUNX2, but not VEGFA or FGF2 as seen with PC3. (*p* = 0.001, *p* = 0.001, *p* = 0.001 and *p* < 0.0001, *p* = 0.001, *p* = 0.002, respectively) (*n* = 2). **c** Analysis of total RNA extracted from hOBs after treatment with labelled PC3-EVs in **a** demonstrated a significant increase in abundance of CSF-1 and a smaller increase in FGF2 (similar results were obtained following treatment with C4-2 EVs Supplementary Figure 6). **d** To determine how the miRNA element of the EV cargo may influence the subsequent processing of the mRNA cargo component in the recipient cell, PC3 cells were transfected with siRNA against dicer (si-dicer) or a non-targeting siRNA (si-scr) control. 48 h post transfection EVs were isolated from the PC3 cells and transferred to hOB (osteoblast) cells growing under normal conditions. The abundance of VEGFA, MCP1 and Runx2, shown previously to have no altered abundance within the osteoblast transcriptome **a–b**, were quantified. A significant increase in the expression of MCP1 (*p*<0.0001) was determined, but no change in VEGFA and Runx2 could be detected (*n* = 3). Western blot confirmation of Dicer knockdown and controls for the siRNA loading into EVs is included in Supplementary Figure 4. *t* test with Holm–Sidak correction error bars represent standard deviation *n* = 3. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001

Osteoblasts were treated with EVs isolated from 5EU-labelled cells and the abundance of detectable 5EU-labelled mRNA transcripts within the treated hOB cells determined by qPCR (Fig. 5a, b). When compared with hOBs treated with EVs isolated from 5EU-labelled normal prostate epithelial cells (PNT1A), treatment with PC3-EVs resulted in a significant increase in 5EU-labelled RNAs transcripts for CSF-1 (*p* = 0.033), VEGFA (*p* = 0.013), MCP1 (*p* = 0.009), RUNX2 (*p* = 0.016) and FGF2 (*p* = 0.028) (Fig. 5b). Similarly, treatment with PCa C4-2 and C42-B4 EVs, resulted in detection of increased 5EU-labelled CSF-1, MCP1 and RUNX2, but not VEGFA or FGF2 as seen with PC3. (*p* = 0.001, *p* = 0.001, *p* = 0.001 and *p* < 0.0001, *p* = 0.001, *p* = 0.002, respectively). In the case of EFNA3, 5EU-labelled transcripts were not detected following treatment with PC3 or hOB EVs, but were detected after exposure to EVs from the less bone-metastatic C4-2 cell line (Fig. 5b). Treatment of osteoblasts (hOB cells) with EVs isolated from a separate population of 5EU-labelled hOB cells, also resulted in the detection of labelled CSF-1, VEGFA, MCP1, RUNX2 and FGF2 transcripts within the EV-recipient hOB cells (Fig. 5b).

As equal doses of EVs (based on total protein and EV characterisation) were applied to osteoblasts, differences in the osteoblast-transferred RNA cargos between EVs originating from different cell types suggest PCa EV-RNA cargos are likely tailored to promote changes in osteoblasts and/or other cells of the tumour microenvironment that would be beneficial to the tumour, as seen in the previous co-culture assays (Fig. 1c, d). 

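EFNA3 (ENSG00000143590) lies on chromosome 1 of GRCh38 from 155078837 to 155087538 on the plus strand, with 1944 bases of annotated exon. No read was counted on it in either of the 2 total RNA libraries of PC3 EVs. The smallest level these libraries can show, at 3 reads, is 6.13 CPM in replicate 1 and 6.30 CPM in replicate 2. The upper bound of the 95% Wilson interval was 0.000785% of the gene counts in replicate 1 and 0.000807% in replicate 2. These limits cover counting error only. They hold for EFNA3 transcripts only if reads were counted on the correct strand, which the counts do not settle.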

For example, EFNA3 mRNA transcripts, whereas a detectable component of the PC3 EV cargo, appear not to be transferred at high abundance by EVs resulting from either bone-metastatic cell lines PC3 and C4-2-4B, but are transferred by C4-2, Further support for the presence of highly tailored PCa EV-RNA cargos is provided by our comparative analysis, which determined a significant enrichment of genes involved in key gene expression pathways (Fig. 4). However, the changes promoted by such cargos are yet to be modelled in vivo for PCa.

The transfer of mRNAs by EVs raises the question of the contribution they make to the overall transcriptome of the recipient cell. Do they simply increase the overall abundance or are they subject to regulation? By determining the abundance of CSF-1, VEGFA, MCP1, Runx2 and FGF in hOB cells exposed to PC3-EVs, we found the abundance of CSF-1 was significantly increased (*p* < 0.001). The level of FGF2 was also increased albeit significance was not reached. There was no significant change in the abundance of VEGFA, MCP1 or Runx2 (Fig. 5c). Similar results were found when using EVs isolated from PCa C4-2 cells (Supplementary Figure 5). The lack of increased abundance of MCP1, VEGFA and Runx2 was particularly marked, as compared with CSF-1 the abundance of these transferred mRNAs was between 4–6-fold higher (Fig. 5b). Therefore, other mechanisms of regulation must be active to control the overall levels of these transcripts within the osteoblast, signifying the possibility that the recipient osteoblast is only subject to the influence of a proportion of the RNAs present within the EV. Although it highly likely the source of RNA regulation is predominantly from the EV-recipient cell, we identified that 3.5% of the mRNAs identified within PC3 vesicles by RNAseq are targets of the vesicle miRNA cargo (Supplementary Figure 7). Therefore, we questioned if the miRNA cargo of the EVs influences the overall expression of MCP1, VEGFA and Runx2 in the recipient osteoblast. Using EVs isolated from PC3 cells treated with Dicer RNAi, we reanalysed the abundance of VEGFA, MCP1 and Runx2, finding only a significant increase in the abundance of MCP1 (*p* < 0.0001) (Fig. 5d). Therefore, indicating EV-miRNA-mediated negative regulation, whereas applicable to MCP1, is not a general mechanism of regulating mRNAs carried within the EV cargo.

The presence of mechanisms to regulate the EV cargo in the recipient cell, to fine tune the messages received and responded too, may prove to be vital in advancing our understanding of how PCa cells hijack the normal physiological processes mediated by EVs in the bone (reviewed ref. [42]), and importantly how therapeutic agents can be targeted to disrupt only the non-physiological/cancer-specific processes mediated by EVs.

## Discussion

The role of EVs as vehicles for cell-to-cell communication between a tumour and its environment is a relatively new concept, with only limited study of this potential mechanism in PCa. Our data are the first to demonstrate the transfer of RNA molecules from PCa cells to recipient osteoblasts and the importance of PCa EVs in changing osteoblast behaviour to support PCa cell proliferation. These data are in keeping with similar studies of melanoma EVs, where EV-RNA cargos were associated with mediating spontaneous lung metastasis [9]. The characterisation of the RNA content of PCa EV delineates the targeting of pathways important for osteoblast function and interaction with the surrounding microenvironment, both of which are in keeping with the changes in osteoblast viability observed following treatment with PCa cell EVs. Furthermore, we provide evidence of the function of transferred miRNAs in EV-recipient osteoblasts, and demonstrate the impact of RNA regulation on the retention of EV-RNA molecules, highlighting a mechanism potentially enabling the recipient cell to select, which messages within the EV communication system to ‘listen’ too.

This proof-of-principle study provides the critical evidence needed to warrant investigation of this complex inter-cell communication system in the context of in vivo models of PCa, particularly the potential of EVs to act in promoting metastasis. We propose further investigation using in vivo models are required to determine whether this form of communication acts as an initial or late event within the metastatic process. However, at the current time the tools required to delineate the functional role of EV-RNAs within a complex in vivo model of prostate bone metastasis are not yet available. The techniques successfully used in this study provided a basis for the development of future in vivo reagents to track the biodistribution of EV-RNA cargos combined with functional readouts of disease progression such as the extent of metastasis. Overall, these data provide an exciting step forwards in our understanding of how PCa cells use the EV-RNA cargo to communicate with osteoblasts and highlights the potential importance of the EV-RNA cargo as a mediator of PCa progression.

## Materials and methods

### Cell lines and culture conditions

PCa PC3, Hek293 and hfOb1.19 cells were obtained from ECACC (Culture Collections, Salisbury, UK) and cultured in Dulbecco’s modified medium (#D5796, Sigma, Dorset, UK) supplemented with 10% fetal bovine serum (#B9433, Sigma), 50 U ml^−1^ penicillin and 50 µg ml^−1^ streptomycin (#15140122, Gibco, Loughborough, UK). C4-2 cells were provided in collaboration by Dr Nigel Mongan (University of Nottingham) and C4-2-4B by Dr Penny Ottewell (University of Sheffield), cells were cultured as described [43]. The hOB osteoblast cell line was derived from adult femoral head trabecular bone [44] and was provided in collaboration with Dr Susan Anderson (University of Nottingham), hOB cells were cultured as described [19].

### Isolation and characterisation of EVs

Collection of EVs was carried out by seeding 1 × 10^6^ cells per 10 cm^2^ dish and incubating overnight. Following the overnight incubation, cells were washed in phosphate-buffered saline (PBS) and fresh media containing exosome-free fetal bovine serum (#A2720801, Gibco) applied. Cells were incubated for 48 h under standard conditions. After 48 h, the media was collected and vesicles isolated using the exoEasy Maxi kit (#76064, Qiagen, Manchester, UK) and gravity flow chromatography (#qEV, Izon Science, Oxford, UK) following the manufacturers’ protocols to isolate vesicles of less than 200 nm and within the range considered to represent exosomes. EVs were characterised by electrophoresis and Brownian motion analysis using laser scattering microscopy (ZetaView, ParticleMetrix, Meerbusch, Germany). Total protein was determined using the Qubit Protein Assay Kit (#Q33211, ThermoFisher, Loughborough, UK) and the Qubit 3.0 instrument (ThermoFisher). EV protein markers were assessed by immunoblot as subsequently described in the Protein extraction and immunoblots section.

### Co-incubation and EV treatment of hOB cells

Co-incubation experiments were performed by seeding 3 × 10^5^ PCa cells into 0.4 µm tissue culture inserts (#657641, Greiner Bio-one, Stonehouse, UK) in 3 ml media and 2 × 10^5^ hOB cells per well in six-well plates. Cells were incubated for 24 h prior to the transfer of inserts into six-well plates containing hOB cells. The two cell types were co-incubated for a further 48 h prior to analysis.

To treat cells with EVs, recipient cells (hOBs) were seeded into six-well plates at 2 × 10^5^ cells per well. Following an overnight incubation, the media was replaced with media containing exosome-free fetal bovine serum (#A2720801, Gibco) and cells were grown for 24 h prior to the application of isolated EVs.

### RNA labelling and subsequent labelled RNA isolation from hOB cells

5EU labelling of nascent RNAs was achieved by the addition of 5EU to the cell culture media at a final concentration of 0.4 mM for 24 h. To isolate labelled 5EU mRNAs from recipient cells, the Click-iT Nascent RNA Capture Kit (#C10365, ThermoFisher) was used, following the manufacturers recommended protocol. Unlabelled controls were used to determine the background level of RNA recovery of the precipitation step.

### RNAi transfection

Depletion of Dicer was achieved using Mission siRNAs (Dicer: SASI_Hs01_00160748, si-scr: SIC001, Sigma), modulation of miR21 was achieved using a custom-designed siRNA or Mission miR21 mimic (HMI0371/2, Sigma, Salisbury, UK). Cells were seeded at 3 × 10^4^ in 24-well plates and incubated overnight at 37 °C at 5%CO_2_. Cells were subsequently transfected with 20 nM siRNA using 1 µl Lipofectamine RNAiMAX reagent (#13778150, ThermoFisher), or 90 nM mimic miR21 and 4.5 µl Lipofectamine RNAiMAX following the manufactures recommended protocol for forward transfection.

### Luciferase reporter assays

Reporter constructs were created by cloning the miR21 seed sequences into the 3’-UTR of the psiCHECK2 dual luciferase reporter plasmid (#C8021, Promega, Southampton, UK). hOB cells were seeded into a 96-well plate at a density of 8 × 10^3^ cells per well, and subsequently transfected with 20 ng of psiCHECK2 plasmid DNA using 0.3 µl of Fugene HD transfection reagent (#E2311, Promega) following the manufactures recommended protocol. Forty-eight hours post transfection, cells were washed three times in PBS prior to the application of EVs in exosome-free media. Cells were lysed 72 h post- transfection using 100 µl Passive Lysis buffer (#E1941, Promega) and the luciferase luminescence read using the Dual-Glo Luciferase Assay System (#E2920, Promega).

### Measurement of cell viability

Assessment of cell viability was made by measuring the cell titre at the time points detailed. Cell titre was determined using both manual haemocytometer counts (without trypan blue) and the CellTiter-Glo assay system (#G7570, Promega) following the manufacturer’s protocol and luciferase readings measured using a GloMax-Multi Jr Single-Tube Multimode Reader (E6076, Promega) using the Cell-titre-Glo default settings. Viability was determined using RealTime Glo MT Viability assay system (#G9711, Promega), following all steps of the manufacturer’s protocol and readings taken using a GloMax-Multi Jr Single-Tube Multimode Reader (E6076, Promega) using the Cell-titre-Glo default settings.

### RNA extraction, quantitative PCR and RNASeq

RNA was extracted from cells using the miRNeasy miRNA isolation mini kit (#217004, Qiagen). To quantify mRNA of interest, cDNA synthesis and quantitative PCR (qPCR) were conducted using the GoTaq 2-Step RT-qPCR dye-based detection system (#A6010, Promega) and a Roche 480 Lifecycler (Roche, Sussex, UK). Quantification of microRNAs was achieved using the MystiCq microRNA cDNA synthesis mix and MystiCq microRNA qPCR dye-based assay primer system (#MIRRT, Sigma). 

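The primers for the transcripts studied in osteoblasts were matched to the GENCODE release 44 transcripts of each gene, without mismatches. The CSF1 pair, GCGCTTCAGAGATAACACCC and TCTTGACCTTCTCCAGCAACT, spans a product of 161 bases in 7 of 9 transcripts. The RUNX2 pair spans 150 bases in 9 of 12 transcripts, the EFNA3 pair 79 bases in 2 of 3 and the FGF2 pair 97 bases in 3 of 3. The MCP1 pair matches all 3 transcripts of CCL2, with products from 126 to 508 bases. For VEGFA, the reverse primer CGCCTCGGCTTGTCACAT matched 21 of 26 transcripts, and the forward primer GCAGACCAAAGAAAGATAGACCAAG matched 0 of them exactly.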

Primers are detailed in Supplementary Table 3. For RNAseq samples were prepared using the Truseq small RNA library (#RS-200-0012, Illumina, Essex, UK), Truseq Stranded RNA library (#20020597, Illumina) and sequenced using the NextSeq 500 High Output Run (150 cycles) for two biological replicates. Two biological replicates were sequenced and analysis conducted using Cutadtapt, SHRiMP, SAMtools for trimming, mapping to GRch38 build, generating the raw counts. Data available from the Gene Expression Omnibus GSE117744. FunRich software was used to conduct enrichment analysis with Fishers exact test to generate *P* values [45].

### Protein extraction and immunoblots

Transfected cells were washed in PBS and lysed directly into 4 × Laemmli buffer (#1610747, Biorad, Watford, UK). Isolated EVs were lysed directly in 4 × Laemmli buffer (#1610747, Biorad). Immunoblots were performed as previously described [46]. All antibodies were purchased from Cell Signalling (NEB, Hitchin, UK) and were used at 1:1000 dilution: Dicer (D38E7, #5362 S), Beta-Tubulin (9F3, #2128 S), Annexin V (#8555 S), Alix (3A9, #2171 S), CD54/I-CAM (#4915 S), EpCAM (D1B3, #2626 S).

## Electronic supplementary material

Supplementary Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Tables 1 and 3

Supplementary Table 2

# Supplementary material for: Communication of prostate cancer cells with bone cells via extracellular vesicle RNA; a potential mechanism of metastasis
**Source:** Oncogene. 2018 Oct 23;38(10):1751–63. doi: 10.1038/s41388-018-0540-5
**Supplement:** Supplementary file 1 — Supplementary Legends

**Supplementary Figure 1: Extracellular vesicle (EV) characterisation.**

Electrophoresis and Brownian motion video analysis combined with laser scattering microscopy were used to determine the **(a)** average concentration of EV particles isolated per assay setup **(b)** and the median size (peak) compared between cell lines. **(c)** Example traces and still frames of the video tracking analysis conducted per cell line. Traces were performed on 3802, 3733, 3689 and 3763 particles across in total for PNT1A, C4-2, PC3 and hOBs respectively. *ns = not significant, *** p<0.0001 (One-way Anova and Holm-Sidak correction)*

**Supplementary Figure 2: Expression of protein markers of extracellular vesicles.**

To further characterise the isolated EV particles, the protein content was probed by western blot to determine the expression of membrane markers CD9 (enriched in exosome fractions and GM130 (a non-vesicle negative control). Representative blot.

Supplementary Figure 3: **Extracellular vesicles isolated from prostate cancer cells with a bone metastatic propensity alter the cell viability of osteoblast (hFOb1.19).** Osteoblasts (hFOb1.19) were treated with extracellular vesicles (EVs) isolated from cultured prostate cancer cell lines PC3, C4-2, C42-B, PNT1A, the same hFOb1.19 cell line or no EV control, cell viability was measured after 24 hours using an MT luciferase assay. A significant increase in luciferase was detected in hFOb1.19 cells treated with EVs from prostate cancer cell lines PC3, C4-2 and C42-4B (p=0.032, p=0.0001, p=0.0001 respectively) (n=3).

**Supplementary Figure 4: Confirmation of Dicer knockdown and effects on the background expression of a panel of miRNAs in EV-treated osteoblasts.**

**(a)** Western blot confirmation of dicer knockdown in PC3 EV donor cells. **(b)** Due to the possibility of siRNAs being loaded into EVs, the average expression of six miRNAs were quantified in hOB cells treated with EVs isolated from PC3 cells treated with si-scr and si-dicer. There was no significant change in average miRNA expression, confirming no carry over effect of using si-dicer RNAi in the EV donating PC3 cells. (**c-d**) EV particles isolated following RNAi transfection were characterised by Electrophoresis and Brownian motion video analysis combined with laser scattering microscopy were used to determine the average concentration of EV particles per ml and the median vesicle size. Statistical significance was determined using an unpaired t-test with Welch’s correction.

** p=0.0456, ns = not significant.*

**Supplementary Figure 5: Validation of the presence of selected target genes in the EVs isolated from prostate cancer cell PC3 and C4-2.** RNA was extracted from EVs isolated form either the PC3 or C4-2 prostate cancer cell line. qPCR was used to determine the presence of each transcript used within the study to determine uptake of EV-mRNA by recipient osteoblast cells (Figure 4).

**Supplementary Figure 6: Detection of labelled mRNAs originating from bone-metastatic prostate cancer cell lines in recipient osteoblasts and the contribution to overall transcript abundance in recipient osteoblasts.**  Analysis of total RNA extracted from hOBs after treatment with labelled C4-2 EVs demonstrated similar results to those obtained when treating with PC3 EVs (Figure 5).

**Supplementary Figure 7: Comparison of the EV mRNA cargo with the predicted gene targets of the EV miRNA cargo.** RNAseq was used to identify the miRNA and mRNA molecules within PC3 vesicles. The predicted gene targets of the EV-miRNAs were generated and then compared to the known EV-mRNAs. Only 3.5% of the EV-mRNAs are targets of the EV-miRNAs. Target prediction and Venn diagrams were generated using FunRich [46].

# Supplementary material for: Communication of prostate cancer cells with bone cells via extracellular vesicle RNA; a potential mechanism of metastasis
**Source:** Oncogene. 2018 Oct 23;38(10):1751–63. doi: 10.1038/s41388-018-0540-5
**Supplement:** Supplementary file 9 — Supplementary Tables 1 and 3

| **miRNAs** | **Sample Type** | **Reference** |
| --- | --- | --- |
| *7 miRNAs shared amongst all compared studies (Probert 2017*; Hessvik 2012; Foj 2017; Rodriguez 2017; Bryant 2012, Huang 2015)* | | |
| Hsa-miR-574-3p | Plasma EV | Bryant, 2012 |
| Hsa-miR-501-3p | Urine EV | Rodriguez, 2017 |
| Hsa-miR-1290 | Plasma EV | Huang, 2015 |
| Hsa-miR-2110 | Plasma EV | Bryant, 2012 |
| Hsa-miR-107 | Plasma EV | Bryant, 2012 |
| Hsa-miR-331-3p | Plasma EV | Bryant, 2012 |
| Hsa-miR-375 | Plasma EV | Huang, 2015 |
|  |  |  |
| *6 additional miRNAs identified by comparing the Probert 2017* study of PC3 cell line EVs and EVs isolated from prostate cancer plasma and urine sample studies (Foj 2017; Rodriguez 2017; Bryant 2012, Huang 2015)* | | |
| Hsa-miR-21 | Plasma EV | Bryant, 2012 |
| Hsa-miR-625 | Plasma EV | Bryant, 2012 |
| Hsa-miR-301a | Plasma EV | Bryant, 2012 |
| Hsa-miR-143-3p | Urine EV | Rodriguez, 2017 |
| Hsa-miR-196a-5p | Urine EV | Rodriguez, 2017 |
| Hsa-miR-196a-3p | Urine EV | Rodriguez, 2017 |

**Supplementary Table 1: Details of microRNAs found in both our RNAseq analysis of EVs isolated from the prostate cancer PC3 cell line and those identified from EVs isolated from patient plasma and urine for which there is potential prognostic significance**

**Probert 2017 – identified in this study.*

**Supplementary Table 3: Details of the primers used within the study**

| **Gene Name** | **Forward Primer ^5’-3’^** | **Reverse Primer ^5’-3’^** |
| --- | --- | --- |
| CSF1 | GCGCTTCAGAGATAACACCC | TCTTGACCTTCTCCAGCAACT |
| RUNX2 | TGAACTCTGCACCAAGTCCT | GGGTGGTAGAGTGGATGGAC |
| MCP1 | GCAGCAAGTGTCCCAAAGAA | TCGGAGTTTGGGTTTGCTTG |
| VEGF-A | GCAGACCAAAGAAAGATAGACCAAG | CGCCTCGGCTTGTCACAT |
| EFNA3 | ACTCTCCCCCAGTTCACCA | GCACCTGAGGGTTCTCTCC |
| FGF2 | CCCTCACATCAAGCTACAACTTCA | TCCATCTTCCTTCATAGCCAGGT |

How the deposited data were processed for this re-analysis (not part of the article)

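RNA from EVs of PC3 cells was sequenced as 2 small RNA libraries and 2 stranded total RNA libraries, 2 biological replicates each. For the small RNA, the authors trimmed reads with Cutadapt, mapped them with SHRiMP and deposited raw read counts per mature miRNA. For the total RNA, the authors mapped reads to GRCh38 and deposited raw read counts per Ensembl gene as written by HTSeq, with the numbers of reads set aside. The paper's text names no versions, strand setting, annotation release or handling of reads that fit several places, and these steps could not be repeated from the counts. The columns of the small RNA table share a name, so these libraries carry no replicate number. The total RNA files were assigned to replicates 1 and 2 through the sample descriptions.

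Counts were scaled to CPM, a library total of 1000000 reads counted on miRNAs or genes. The totals were 154185 and 113185 miRNA counts and 489170 and 475942 gene counts, and they set the smallest share a library can show, taken as 3 counts. Shares carry 95% Wilson intervals per library and the mean and SD of 2 replicates. A miRNA or gene was called identified with at least 1 read in both replicates. Gene types, symbols, exon lengths and opposite-strand overlaps came from GENCODE release 44 on GRCh38, the build the paper names. Of the gene identifiers, 56948 matched it, and 1103 had no match and were left out of the protein-coding sets. Symbols of Supplementary Table 2 that were truncated in the table were not used, and older symbols were matched through RefSeq synonyms.

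Each assay has 1 condition, so no test between conditions applies. The 1 family of tests was the enrichment of 5 gene families among the 572 protein-coding genes with the highest mean CPM, by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment. On simulated counts of 19629 genes with 200 genes raised 20-fold, the planted set was called enriched in 20 of 20 simulations and a random set of equal size in 1 of 20. These counts had counting noise alone, and the planted set was larger than any family tested. The simulation therefore checks the code and does not show the power for small families or at the spread between these replicates. Replicates were compared by Spearman correlation of log2(CPM + 1) across features, with intervals from 1000 bootstrap draws of features, and by chi-square of the counts against counting noise alone. TMM factors and the common dispersion came from edgeR 4.0.16 in R 4.3.3. Other values were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

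The miRNAs and genes named are the 10 of each with the highest mean CPM, those the paper names, the 13 miRNAs of Supplementary Table 1 and genes used in tests of technical explanations. Values of single RNA polymerase III genes, which the rule also covered, are not reported here. This rule, the tests of the gene families and most alternatives were set before the data were examined, and the tests of technical explanations were not part of that plan. The alternatives were other count minimums, a read in either replicate, other backgrounds and rankings, TMM scaling, another pseudocount and leaving out each replicate. The data of Hessvik et al., the target predictions and the cell component annotation were not used here, so Fig. 2b to d, Fig. 4a and Supplementary Figure 7 were not recomputed.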

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

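Of the tests in this part, those on pairs with at least 100 reads and on all coding and lncRNA pairs were chosen only after the result was seen. The design has 1 condition per assay, so no biological explanation was tested for any of these patterns.

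Genes of the miscellaneous RNA type, mostly 7SL RNA, which the paper does not discuss, held 22.4% of the gene counts. Genes annotated as antisense to a named gene held 4.79%. Both are far above the smallest share the depth can show. VIM-AS1 had a mean of 2084 counts against 109 on VIM, and TUBA1B-AS1 had 1267 against 64.5 on TUBA1B, pairs picked after their values were seen. With 2.33% of the reads counted on genes, a candidate explanation is that reads were counted on the opposite strand. The antisense gene had the higher mean count in 246 of 425 exon-overlapping pairs with at least 10 reads on either (57.9%), in 40 of 53 pairs with at least 100 reads (75.5%) and in 863 of 1555 pairs of any coding gene and a lncRNA gene (55.5%). Shuffling the lncRNA counts among these last pairs gave 51.2% on average and at most 52.5% in 1000 draws. That is no baseline for correct strand counting, because the shuffled counts would carry any strand error too. The excess of pairs with the antisense gene higher is small at low counts. The pairs therefore fit opposite-strand counting of at least part of the reads but do not settle it. Annotation changes or true antisense RNA remain possible. Genomic DNA was tested with olfactory receptor genes, whose count per kilobase of exon was 9.87e-05 of that of all protein-coding genes, and 1 of 410 had a read, so genomic DNA does not account for the pattern. If the strand was reversed, a count of 0 on a gene would say little about its transcript.

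miR-3182 took 29.3% and miR-4448 24.5% of the miRNA counts, and the paper discusses neither. Reads of other small RNAs assigned to miRNA names are a possible explanation. This was tested on 5 of the 10 most abundant names, miR-3182, miR-4448, miR-7641, miR-3135b and miR-1246, picked after the abundances were seen. Of these, 3 have a hairpin that shares at least 20 bases, with at most 1 mismatch, with either strand of an annotated structural RNA gene. These are miR-4448 (20 bases, a proline tRNA), miR-3135b (24 bases, a tRNA) and miR-1246 (22 bases, an snRNA). The other 5 of the 10 have none, although the paper does not discuss let-7a-5p, let-7f-5p and miR-182-5p among them either, and 46 of 1850 hairpins (2.49%) do. For miR-3182 the longest stretch was 16 bases, shared with a tRNA gene, while let-7a-5p reached 17 bases, also with a tRNA gene. miR-7641 had no annotated hairpin to test. The explanation therefore remains open for miR-4448, miR-3135b and miR-1246. miR-3182 fell short of the minimum of 20 bases, which does not exclude a shorter shared stretch, so it is not settled there either. Reads were not examined.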

How the results depend on the processing

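No paired analysis was possible because each assay has 1 condition and the columns of the small RNA table carry no replicate numbers.

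Counts of identified RNAs depended on the minimum. With a read in either replicate, they rose to 765 miRNAs, 8296 protein-coding genes, 12 prognostic miRNAs and 3 osteoblast genes, from 386, 4305, 9 and 1. Some of the counts in this paragraph are within 1.5 times those of the rule used. With at least 3 reads in both replicates, they fell to 217 miRNAs, 3644 protein-coding genes, 5 prognostic miRNAs and 0 osteoblast genes, and with at least 10 reads in both to 144 miRNAs, 2280 protein-coding genes, 5 prognostic miRNAs and 0 osteoblast genes. With at least 10 CPM in both, there were 262 miRNAs, 3137 protein-coding genes, 6 prognostic miRNAs and 0 osteoblast genes. With at least 100 reads summed over both, chosen after seeing the data, there were 626 protein-coding genes and 0 osteoblast genes. The minimum of 1 CPM cannot change a call, since 1 read exceeds it in every library. With each replicate left out in turn, from 529 to 622 miRNAs, from 5858 to 6743 protein-coding genes and from 1 to 3 osteoblast genes were identified. The 253 genes of Supplementary Table 2 did not change in number under any alternative.

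The odds ratio of ribosomal protein genes stayed past the threshold under the 5 other sets, rankings and backgrounds, from 12.5 to 35.2, as did that of the translation factors, from 3.51 to 6.47. Left with a single replicate, the odds ratio was from 16.0 to 24.1 for ribosomal protein genes, from 5.62 to 6.47 for translation factors and from 3.71 to 5.91 for RNA polymerase III genes. The RNA polymerase III genes lost significance when ranked by CPM per kilobase (odds ratio 3.71, adjusted p = 0.143) and against genes with a read as background (3.13, adjusted p = 0.156). Over the alternatives with both replicates their adjusted p was from 0.000319 to 0.156. With replicate 2 alone their odds ratio was 3.71, and no p is given for a single replicate. The mitochondrial ribosomal protein genes, not past the threshold in any setting, turned from depletion to an odds ratio of 1.40 among genes with at least 1 read in both replicates and of 2.29 per kilobase, and their odds ratio was 0 to 0.432 with a single replicate. TMM scaling, with nearly equal factors, left these odds ratios unchanged and tests little.

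The correlation of replicates rose with depth, from 0.606 to 0.949 for miRNAs and from 0.286 to 0.557 for genes with at least 10 reads in both replicates. Pearson's coefficient was 0.740 for miRNAs and 0.225 for genes. Another pseudocount cannot change ranks. The miR-21-5p share was 3.26% among miRNAs with at least 10 reads in both libraries and 3.20% with TMM scaling, each within 1 SD of 3.23%, and leaving out a library cannot move it further than the SD. The cause of these changes was not tested. Counts of 0, as for EFNA3, CCL2 and RUNX2 in both replicates, do not show absence, since the smallest share the depth can show was taken as 3 reads.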

Differences from the paper's values

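The paper reports 572 mRNA transcripts in PC3 EVs, and 4305 protein-coding genes had at least 1 read in both replicates here. None of the alternatives set before the data were examined closed the gap, from 2280 genes with at least 10 reads in both replicates to 8296 with a read in either. An alternative chosen after seeing the values, at least 100 reads summed over both replicates, gave 626 genes, within 1.5 times the paper's number. All of the 256 genes readable in the paper's Supplementary Table 2 except CXCL8, PTGS2 and IL1B met it, and these 3 had 0 reads in both replicates.

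The paper states that the genes it studied in osteoblasts were known from RNAseq to be in PCa EVs. It also states that EFNA3 is detectable in the cargo of PC3 EVs. For these transcripts the paper further reports qPCR on RNA of PC3 and C4-2 EVs (Supplementary Figure 5), which was not examined here. In the counts, 1 of the 6 genes, VEGFA, had a read in both replicates, and EFNA3, CCL2 and RUNX2 had 0 reads. With a read in either replicate, or in replicate 2 alone, CSF1 and FGF2 were identified as well.

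The paper lists 13 prognostic miRNAs as found in its RNAseq, and 9 had a read in both libraries. With a read in either library, or in the first library alone, 12 were identified, among them miR-331-3p, miR-375 and miR-196a-5p. With at least 2 reads summed over both libraries, a minimum chosen after seeing the values, 10 were identified. No read was counted on miR-196a-3p.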

Other observations

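The tests on RPS29 and on gene names shared between genes were chosen only after the result was seen. The test of ribosomal protein genes without overlaps was not.

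Genes with exons under a gene of the opposite strand made up 365 of the 572 genes with the highest counts. If reads of such neighbours were the source of the enrichment of ribosomal protein genes, it would be lost among the 12916 protein-coding genes without such an overlap. There, 24 of 62 ribosomal protein genes were among the 572, an odds ratio of 43.7 (two-sided Fisher's exact test, p = 1.21e-27), so these neighbours do not account for it.

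RPS29 had the second highest mean count of all genes, 46777. A candidate source is an overlapping non-coding RNA gene on the opposite strand. In GENCODE release 44 such genes cover 0 bases of RPS29 exon, so under that annotation this was not borne out. RN7SL1, named after its values were seen, lies within RPS29 on the other strand, outside its exons, and had 0 reads in both replicates. LRR1 lies opposite 404 bases of RPS29 exon and had 41 reads in replicate 1 and 0 in replicate 2. The annotation release used by the authors for counting is not known, and no biological explanation was tested.

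CXCL8, IL1B and PTGS2 are in Supplementary Table 2 of the paper without a read in either library. A gene alias shared with a gene that has reads may explain 1 of these 3. PTGS2 and MT-CO2, with 6586 reads summed over both replicates, share the name COX2, and no such name was found for CXCL8 or IL1B.

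Among genes with 1 to 20 reads, 70.3% of the counts of replicate 1 and 67.5% of those of replicate 2 were even. In replicate 1, 473 genes had 2 reads, 134 had 3, 426 had 4 and 146 had 5. In the small RNA libraries the share was 30.6% and 31.8%, with 253 and 213 miRNAs at 1 read. No explanation of this was tested. The floors and read minimums used for the total RNA take the counts as they stand and were not adjusted for this pattern.

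The common biological coefficient of variation from edgeR was 0.230 across miRNAs and 1.49 across genes. The paper cites a study by Sanchez et al. in which miR-21 and miR-100 were the most abundant vesicle miRNAs in PCa. In the PC3 EV libraries miR-100-5p ranked 3 and miR-21-5p ranked 6. The other names ranked above miR-21-5p were miR-3182, miR-4448, miR-7641 and miR-3135b. All of these were among the names tested above for reads of other small RNAs, so the ranks do not show a disagreement with that study. DICER1, which the paper depleted in PC3 cells, had 8 reads in replicate 1 and 0 in replicate 2, and DICER1-AS1, opposite 80 bases of its exons, had 1 and 0.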
